A study of Arabidopsis thaliana with 88 samples. Its data were reported in "Transcriptional network underpinning ploidy-related elevated leaf potassium in neo-tetraploids" (2022).

How the data were processed

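RNA was measured in Arabidopsis plants of 5 genotypes, each as diploid (2x) and as colchicine-derived neo-tetraploid (4x) plants: wild type Col-0, sos3-2, esb1-1, the double mutant rhd6-3/rsl1-1 and a line labelled chx25-3. The libraries form 3 sets, from roots of 2-week-old plants on plates and from roots and shoots of 5-week-old plants on soil. Per the paper, plate libraries pool plants and a soil library comes from 1 plant, the wild type 2x and 4x lines came from an earlier study, and new 4x mutant lines were generated in this one. The paper names the last mutant chx23-4 where the labels read chx25-3, so that both genes were looked at.

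The authors made 3′ mRNA libraries (QuantSeq), sequenced them as single-end reads and quantified 81620 transcripts with Salmon on Galaxy Europe. The deposited per-sample files hold Salmon's expected counts per transcript, which are not whole where a read matches several transcripts, and TPM values, which Salmon divides by effective transcript length and scales to a fixed total. Up to 17% of the expected counts deposited for a library were not whole numbers. A deposited gene table of TPM holds 33681 genes in 88 columns. It was checked against the per-sample TPM summed over the transcripts of each gene, and the largest absolute difference was 2.9e-11. The Salmon version, the transcript set and the genome build were not stated for this experiment, so no coordinates are given, and the chromosome of a gene was read from its code. Reads that fit several near-identical genes were shared out by Salmon, and the use of strand was not stated, so counts of close paralogs and of overlapping or antisense genes are uncertain.

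From these files, expected counts were summed per gene and rounded. Of 88 libraries, 86 fell into 30 groups by set, genotype and ploidy, 26 of 3 libraries and 4 of 2. The groups of 2 were 2x sos3-2 and 2x rhd6-3/rsl1-1 on plates and 4x chx25-3 in soil roots and in soil shoots. The 2 libraries whose title and genotype label disagreed were put in no group. Genes with at least 2 CPM in at least 6 libraries were kept, which left 20347, and libraries were scaled by TMM. The floor was set at 3 counts. Floors and intervals cover counting error alone, since no molecular identifiers were described and PCR copies of a molecule are not independent. Assigned reads per library ran from 3292996 to 10246421 in plate roots, from 5850010 to 10435932 in soil roots and from 4698913 to 8635531 in soil shoots.

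One edgeR model (R 4.3.3, edgeR 4.0.16) with a mean per group was fitted to the 86 libraries with quasi-likelihood dispersions in the bias-corrected form, chosen over the older form after both had been run. Quasi-likelihood F tests compared 4x with 2x within each set and genotype (15 contrasts), the ploidy effect in each mutant with that in wild type in soil roots, and the wild type ploidy effect in soil roots with that in plate roots and in soil shoots. Each mutant was also compared with wild type for the gene its name gives. P-values were adjusted by Benjamini-Hochberg within each contrast. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change of at least 0.5. A list of 92 core genes, picked by the authors for a difference in the wild type soil root libraries and none in those of sos3-2 and esb1-1, was split by its direction in those libraries and tested with fry from limma 3.58.1, adjusted over 12 tests, beside 10000 random lists of the same size matched on mean expression. On data simulated from the same means and library sizes, 200 of 20347 genes were changed by 1.5 log2. They were drawn from genes with a mean of at least 20 counts in soil roots. The ploidy contrast recovered 59% with 4 false calls, the interaction recovered 9.5%, and a contrast with no change gave 0 calls. The simulated counts held no quasi-likelihood dispersion, no drift along the library number and no chromosome shifts, so recovery and false calls with these are not covered.

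The groups, the tests, the alternatives below and the rule for naming genes were fixed before the data were examined, except where a later choice is stated. The genes named in the text are the genes of the mutant names, a fixed list (AKT1, HAK5, MYB51, RAP2.11, MBF1C and 5 Casparian strip genes, 1 of which is not reported here), in wild type of each set the 3 called genes with the largest change in each direction whose 4x and 2x libraries did not overlap, and for the sos3-2 and esb1-1 interactions the 2 called genes with the largest difference in each direction. Chance makes 3 libraries against 3 free of overlap in 10% of unchanged genes. Clock genes and genes shared by the 3 wild type sets were named after their values had been seen. Symbols came from the RefSeq table of assembly TAIR10.1, which had an entry for 20154 of the 20347 genes and a symbol of its own for 8784. It lists AKT1 as KT1 and LUX as PCL1.

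For each library, the median over genes of the log2 ratio to the 2x libraries of its group was taken per chromosome, less the median over all genes. A 2x library was set against the other 2x libraries of its group. The deposited file names number the libraries in order and restart a second count once, which gives 2 sequencing pools of 47 and 41 libraries. All plate libraries were in the first pool. Same-numbered libraries of 2 compared groups were checked for pairing by the correlation of their deviations from the group means over all genes tested. Every pair passed 0.1 in soil root esb1-1 (0.148 to 0.286), soil shoot wild type (0.201 to 0.381) and soil shoot esb1-1 (0.17 to 0.376). The labels do not say what a replicate number shares, and on soil it rises with the library number. Among 82 pairs of libraries within groups, none was a copy of another; the lowest chi-square per gene between them was 3.35.

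Alternatives were relative log expression scaling, DESeq2 1.42.0, limma-voom on scaledTPM counts (which the authors describe) and on the rounded counts, the older edgeR form, no filter on low counts, a mean count of 20, fits to the same set or to the compared groups alone, replicate number, sequencing pool and library number as covariates, leaving out each library in turn, and other fold change minimums. The pool and library number covariates, limma-voom on the rounded counts and the older edgeR form were added after results had been seen. Figures were drawn with matplotlib 3.10.9, and tables were handled with pandas 2.3.3 and numpy 2.4.6 in Python 3.11.15.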

Results

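Gene expression was measured by 3′ mRNA sequencing in Arabidopsis plants that carry 2 (2x) or 4 (4x) sets of chromosomes. The 5 genotypes were wild type Col-0, the calcium sensor mutant sos3-2, the Casparian strip mutant esb1-1, the root hair mutant rhd6-3/rsl1-1 and the transporter mutant labelled chx25-3. Of 88 libraries, 86 were grouped: 28 from roots of plants grown 2 weeks on plates, 29 from roots and 29 from shoots of plants grown 5 weeks on soil. Each combination of set, genotype and ploidy had 3 libraries, except 4 groups of 2 libraries. Assigned reads per library ranged from 3292996 to 10246421 in plate roots, from 5850010 to 10435932 in soil roots and from 4698913 to 8635531 in soil shoots. Organelle genes took 0.238 to 2.33% of the reads in plate roots, 0.967 to 2.3% in soil roots and 3.8 to 17.1% in soil shoots. The 10 most abundant genes of a library took up to 14.4, 18.8 and 34.8% of its reads in these sets. The study set the root transcriptomes of 4x and 2x wild type beside those of sos3-2 and esb1-1, mutants in which 4x plants lack the elevated leaf potassium of 4x wild type, in order to pick genes that change in wild type alone.

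Each mutant was first compared with wild type of the same ploidy for the gene in its name, which checks the labels. ESB1 (AT2G28670) had a mean CPM of 0.728 ± 0.053 (SD, n = 3) in 2x esb1-1 soil roots and 182 ± 52 (n = 3) in wild type. Its log2 fold change lay between -9.70 and -6.41 in the 4 root comparisons, with adjusted p (edgeR, Benjamini-Hochberg) of 4.36e-09 or lower. The value of -9.70, in 2x plate roots, is no measure of size. The mutant libraries there had 11 counts at most, and without mutant replicate 3 it was -13.99. SOS3 (AT5G24270) was lower in sos3-2 plate roots by log2 values of -2.50 in 2x and -2.68 in 4x, and in 2x soil roots by -2.33 (edgeR adjusted p 4.88e-05 or lower). In 4x soil roots its mean was 2.74 ± 0.78 CPM in sos3-2 and 5.00 ± 0.60 in wild type (n = 3 each), a log2 change of -0.87 that was not called (edgeR adjusted p 1); limma-voom on scaledTPM did call it. RHD6 (AT1G66470) was called in 4x plate roots of rhd6-3/rsl1-1 at -1.15 (edgeR adjusted p 0.0478), and lost the call in 5 of the 6 fits that left out 1 library, down to -0.93 without mutant replicate 2. It was not called in 2x plate roots (-1.37, edgeR adjusted p 0.0565) or in soil roots (-0.83 in 2x and 0.092 in 4x, adjusted p 1). The 2x soil root value was -0.44 without mutant replicate 1 and -1.21 without mutant replicate 3. RSL1 had at most 27 counts in any library compared, and CHX25 and CHX23 at most 2, so that the label of the last mutant could not be checked at this depth. In shoots none of these genes passed 16 counts. RHD6 passed the threshold in 4x shoots of its mutant, where it was higher than in wild type (edgeR adjusted p 0.0292), but had 4 counts at most.

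In wild type soil roots, which answer the question of the study most directly, 10 of 20347 genes were called between 4x and 2x, 7 higher and 3 lower in 4x, and 719 genes had an unadjusted p under 0.05. Among the alternatives, limma-voom on scaledTPM moved this count most, to 103, and turned the balance, with 28 higher and 75 lower. DESeq2 kept the balance, with 11 higher and 6 lower. Without 2x replicate 2 the count was 4, without 2x replicate 1 it was 8. AT1G75945, a protein-coding gene of chromosome 1, rose from 0.058 ± 0.050 to 40.84 ± 7.71 CPM (SD, n = 3 each), at least 146-fold higher, with an edgeR adjusted p of 1.74e-11. AT3G01345, protein-coding on chromosome 3, had 79.25 ± 8.89 CPM in 2x and 0.028 ± 0.049 in 4x, at least 250-fold lower (edgeR adjusted p 2.07e-13). In both genes all 3 libraries of one ploidy lay apart from all 3 of the other. The rule also named PP2-B14 (AT1G56250), AT2G05530, AT2G03821 and AT1G18060, and each lost its call in at least 3 of the 6 fits that left out 1 library. PP2-B14 had a log2 fold change of 3.47 with a standard error of 0.71 (edgeR adjusted p 0.016), but 1.74 without 4x replicate 1, the library with 98 counts. AT2G05530 changed by 2.75, AT1G18060 by -1.67, and AT2G03821, with no count in the 4x libraries and 11 to 24 in the 2x libraries, was at least 4.34-fold lower in 4x (edgeR adjusted p 0.0236, 0.013 and 0.016). AT2G05530 lost its call without 4x replicate 1, at 2.25, and AT1G18060 without 2x replicate 2, at -1.30, among other fits.

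**Figure D1:**
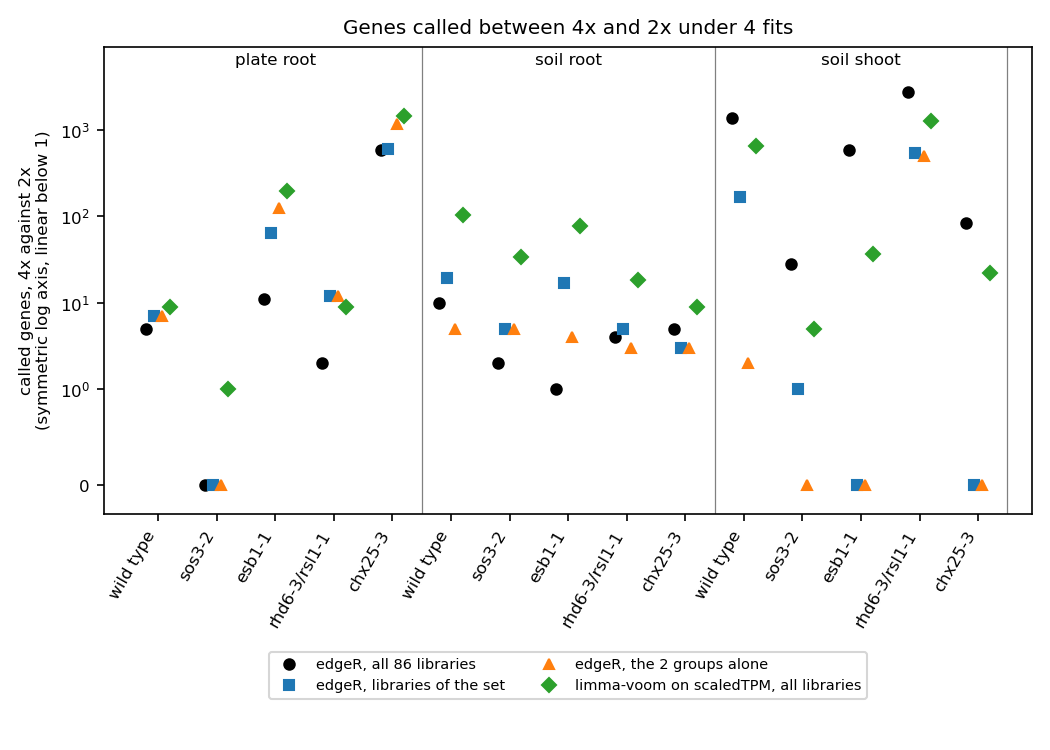
Number of genes called for 4x against 2x in each set and genotype under 4 fits, on an axis that is linear near 0 and logarithmic above. In wild type soil roots the counts run from 5 in the fit of the compared groups alone to 103 under limma-voom on scaledTPM.

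The other two wild type sets show the same contrast in younger plants and in another organ. In plate roots 5 genes were called, 3 higher and 2 lower, with 474 at an unadjusted p under 0.05. They were AT1G75945, QQS (AT3G30720, protein-coding, chromosome 3), the pseudogene AT3G29647, AT3G01345 and the pseudogene SADHU3-2 (AT3G42658). QQS rose from 0.999 ± 0.139 to 11.69 ± 0.791 CPM (SD, n = 3 each; log2 3.52, edgeR adjusted p 2.07e-07). AT1G75945 had no count in 2x and 15.04 ± 2.62 CPM in 4x, at least 53.2-fold higher, and AT3G01345 went from 63.60 ± 7.71 to 0.080 ± 0.138 CPM, at least 227-fold lower. AT3G29647 changed by 1.94 (edgeR adjusted p 0.00552) and lost its call without 2x replicate 1 or 3. SADHU3-2 changed by -4.61 (edgeR adjusted p 0.0092), a call that 3 of the 6 fits without 1 library did not make. Without 4x replicate 2 the SADHU3-2 value was -7.60, so its size depends on that library. Without 2x replicate 1, 3 genes were called. In soil shoots 1372 genes were called, 827 higher and 545 lower. That count was 710 without 2x replicate 3, 1807 without 2x replicate 1 and 2102 with replicate number as a block. It fell to 166 in a fit of the shoot libraries alone and to 2 in a fit of the compared groups alone. AT1G75945 was at least 34.1-fold higher and AT3G01345 at least 97.9-fold lower in 4x shoots (edgeR adjusted p 7.57e-07 and 4.56e-11). Of the other genes the rule named, AT4G23610, AT2G43140 and AT3G45330 had no count in the 2x shoots and were at least 8.28, 2.18 and 1.53-fold higher in 4x. DFR (AT5G42800) was at least 43-fold and CSLA01 (AT4G16590) at least 44.2-fold lower, with 2x libraries that ranged from 5.22 to 109.8 CPM for DFR and from 8.41 to 106.5 CPM for CSLA01. AT2G43140 lost its call in 2 of the 6 fits without 1 library. Soil roots shared 4 called genes with plate roots, all with the same direction, where 0.00246 were expected by chance, and 4 with shoots. These were AT1G75945, AT3G01345, AT3G29647 and QQS in both cases.

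**Figure D2:**
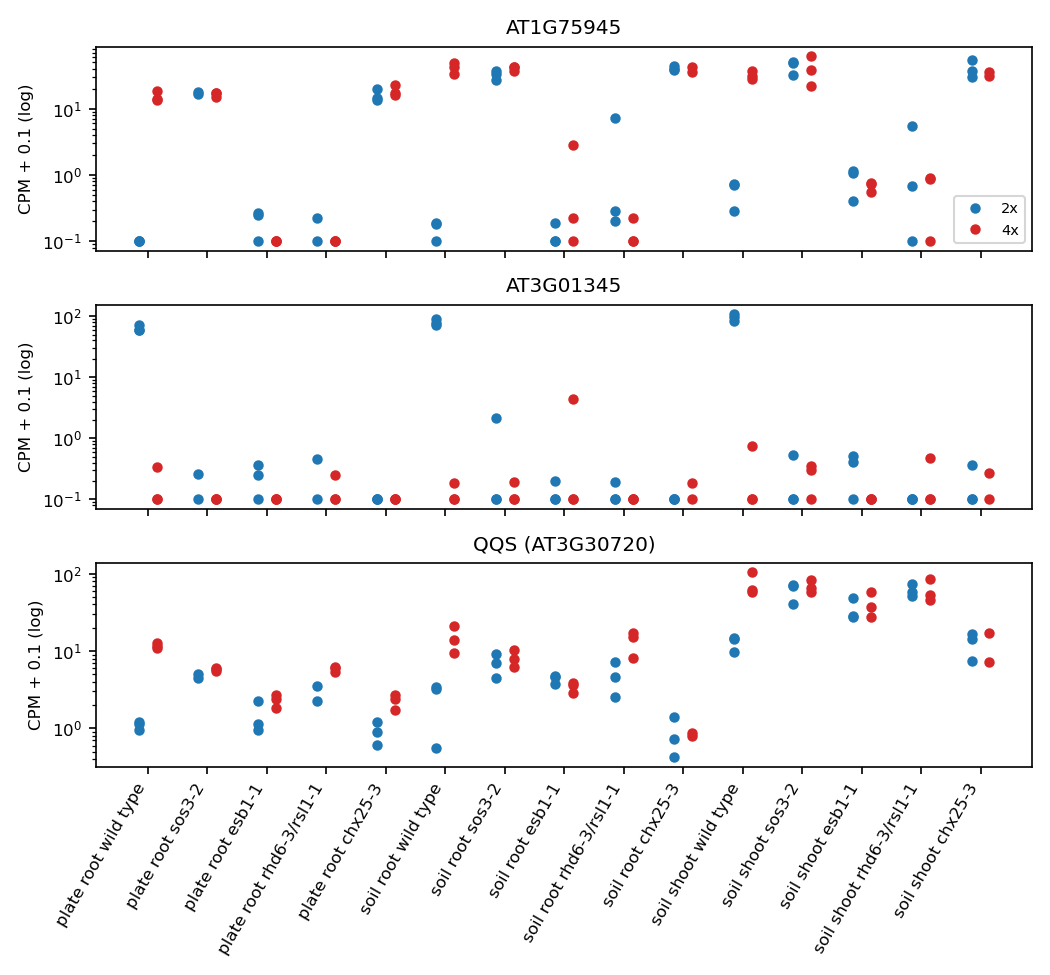
CPM plus 0.1 on a logarithmic axis of AT1G75945, AT3G01345 and QQS in each of the 86 grouped libraries, by set, genotype and ploidy. AT3G01345 stands at 63.60 CPM or more on average in the 3 sets of 2x wild type libraries and at 1.42 CPM or less in the groups of soil roots other than 2x wild type.

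The mutants were compared in the same way. In soil roots the calls were 2 in sos3-2, both higher in 4x, 1 in esb1-1, lower, 4 in rhd6-3/rsl1-1, 3 higher and 1 lower, and 5 in chx25-3, 4 higher and 1 lower. At an unadjusted p under 0.05 these contrasts had 814, 1144, 587 and 362 genes. The esb1-1 calls were mixed in direction under other fits, with 18 higher and 7 lower under DESeq2. With the library number as a covariate they were 7 higher and 8 lower. The count in sos3-2 fell to 0 without 4x replicate 2, that in rhd6-3/rsl1-1 to 2 without 4x replicate 1 and that in chx25-3 to 0 without 2x replicate 2. The count in esb1-1 rose to 4 without 4x replicate 3 and to 10 with the replicate block. The direction in esb1-1 was not stable either. It had 7 genes higher and 3 lower with the replicate block, 18 and 7 under DESeq2, and 7 and 8 with the library number as a covariate. In plate roots there were 0 calls in sos3-2 (680 genes at an unadjusted p under 0.05), 11 in esb1-1, 2 in rhd6-3/rsl1-1 and 576 in chx25-3, the last 406 higher and 170 lower. Without 2x replicate 1, 47 were called in chx25-3 plate roots. In esb1-1 plate roots 2 were called without 2x replicate 2, and in rhd6-3/rsl1-1 none without 4x replicate 2. In shoots 28 genes were called in sos3-2 (8 higher, 20 lower), 586 in esb1-1 (414 and 172), 2753 in rhd6-3/rsl1-1 (1399 and 1354) and 83 in chx25-3 (68 and 15). Under relative log expression scaling the chx25-3 split was 27 higher and 11 lower. The esb1-1 split reversed to 94 higher and 120 lower under limma-voom on counts, and to 14 and 22 under limma-voom on scaledTPM. With the replicate block it stayed mostly higher, at 652 and 450. Counts without 1 library ran from 8 to 128 in sos3-2 (without 4x replicate 3 and 4x replicate 1), from 211 to 770 in esb1-1 (2x replicate 2 and 4x replicate 2), from 1346 to 3368 in rhd6-3/rsl1-1 (2x replicate 1 and 2x replicate 3) and from 11 to 210 in chx25-3 (2x replicate 2 and 2x replicate 1). With the replicate block, 1102 were called in esb1-1 shoots. In a fit of the shoot libraries alone, 1 was called in sos3-2, 0 in esb1-1, 531 in rhd6-3/rsl1-1 and 0 in chx25-3. Wild type shoots shared 784 called genes with rhd6-3/rsl1-1 shoots, 779 of them in the same direction, where 186 were expected if the lists were independent. They shared 255 with esb1-1 (254 in the same direction, 39.5 expected), 45 with chx25-3 (45, 5.6 expected) and 12 with sos3-2 (12, 1.89 expected).

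Of the 10 wild type soil root calls, 8 were called in neither sos3-2 nor esb1-1. Without wild type 2x replicate 2 there were 4, and 2 of the 8 had an unadjusted p of 0.05 or more in both mutants. A call in one genotype and not in another is no test of a difference, so the ploidy effect in each mutant was compared with that in wild type. This interaction passed the threshold for 4 genes in sos3-2, 4 in esb1-1, 3 in rhd6-3/rsl1-1 and 1 in chx25-3, with 468, 391, 301 and 287 genes at an unadjusted p under 0.05. In sos3-2 the count was 1 without its 4x replicate 2 and 7 without its 2x replicate 3, and in esb1-1 it was 2 without wild type 2x replicate 2. In chx25-3 it was 3 without its 2x replicate 3. Of the 10 wild type calls, 6, 6, 6 and 5 differed in sos3-2, esb1-1, rhd6-3/rsl1-1 and chx25-3 when adjusted over the list alone. Without wild type 2x replicate 2 these counts were 3, 3, 2 and 4, and without wild type 4x replicate 3 the last was 8. The list was picked on the wild type libraries that enter the test, so these counts are not independent evidence.

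The genes named for the interactions had these values in soil roots. In sos3-2, AT1G75945 stood at 32.30 ± 4.76 CPM in 2x and 40.52 ± 3.68 in 4x (SD, n = 3 each). Its ploidy effect was lower than in wild type by -8.76 log2 (standard error 1.05, edgeR adjusted p 9.67e-08). The size is a fitted value, since the 2x wild type group was at the floor. AT3G29647 differed by -2.63 (0.48, edgeR adjusted p 0.00889), with 30.51 ± 1.57 CPM in 2x sos3-2 and 5.11 ± 4.29 in 2x wild type. It lost this call in 3 of the 12 fits without 1 library. AT1G18060 differed by 2.31 (0.45, edgeR adjusted p 0.0219) and lost the call in 6 of these fits. AT2G03821 differed by 10.75 (2.1, edgeR adjusted p 0.0219), a value fitted to groups at the floor: of the 3 libraries of 4x sos3-2 the highest had 9 counts, and without it, replicate 2, the difference was 8.38 and not called. It lost the call in 7 of the 12 fits. In esb1-1, AT3G01345 differed by 15.53 (1.53, edgeR adjusted p 5.71e-12), again from groups near the floor. Its 2x mean was 0.034 CPM, and its 4x mean of 1.42 CPM came from the 33 counts of replicate 3, without which the difference was 9.19 and not called. SADHU5-1 (AT4G01525), a pseudogene, fell from 20.84 ± 3.58 to 2.57 ± 0.73 CPM in esb1-1 and rose from 16.64 ± 3.38 to 32.85 ± 1.07 in wild type, a difference of -3.97 (0.53, edgeR adjusted p 3.25e-06) that kept its call in the 12 fits without 1 library. QQS differed by -3.03 (0.56, edgeR adjusted p 0.00802) and lost the call in 3 of 12.

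The wild type ploidy effect in soil roots was also set against that in the other sets. Against plate roots no gene passed the threshold, and 320 had an unadjusted p under 0.05. Against shoots 293 genes did, 94 with a more positive effect in roots and 199 with a more positive effect in shoots, and this count was 128 without soil root 4x replicate 2 and 606 without shoot 2x replicate 1. Across the 20347 genes, which are not independent replicates, the log2 fold changes in soil roots and plate roots had a Pearson r of 0.165 and a Spearman rho of 0.212, and 58.2% had the same sign. Without plate root 4x replicate 2, r was 0.102 and rho 0.0864. Over the 10 soil root calls r was 0.872, rho 0.539 and the share with the same sign 80%, and rho was 1 over the calls made without soil root 2x replicate 2.

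The core genes of the study were picked for a difference in the wild type soil root libraries and for none in those of sos3-2 and esb1-1. In wild type, 16 of the 91 that were tested were higher and 75 lower in 4x, with medians of 1.26 and -0.98 log2. In these libraries 90 of the 91 passed when adjusted over the list alone, which is not independent evidence, and 6 were called over all genes. The counts adjusted over the list alone were 5 in wild type plate roots, 9 in wild type shoots, 0 in sos3-2, 2 in esb1-1, 6 in rhd6-3/rsl1-1 and 0 in chx25-3 soil roots, with 9 genes in sos3-2 and 11 in chx25-3 at an unadjusted p under 0.05. The counts in sos3-2 and esb1-1 follow in part from how the list was picked. The core list also holds the 4 genes called in all 3 wild type sets. These are AT1G75945, AT3G29647 and QQS among its higher genes and AT3G01345 among its lower ones. The values of the list in wild type plate roots and shoots thus include those calls. No fry test was run without these genes. As a set, the higher genes had a median of 0.41 in wild type plate roots (14 of 16 in the same direction, fry adjusted p 5.68e-10 by Benjamini-Hochberg over 12 tests, and 0.25 without 4x replicate 2), and the lower genes -0.20 (59 of 75, fry adjusted p 0.0307, and -0.071 and not significant without 4x replicate 2). In mutant soil roots the medians of the higher genes were 0.39 in sos3-2, 0.47 in esb1-1, 0.37 in rhd6-3/rsl1-1 and 0.17 in chx25-3, with fry adjusted p of 0.0141, 0.00191, 0.0141 and 0.0473. Those of the lower genes were -0.26, -0.35, -0.28 and -0.42, with fry adjusted p of 0.0307, 0.0141, 0.0154 and 0.0141 and 60, 60, 68 and 66 of 75 genes lower. With genes at the floor put at their bound, the esb1-1 and chx25-3 medians were -0.335 and -0.403. Of these 8 mutant medians, 5 lost significance in at least 1 fit without 1 library. Without 2x replicate 2 the chx25-3 medians were 0.35 and -0.19, and the rhd6-3/rsl1-1 median of the lower genes was -0.16 without 4x replicate 1 and -0.45 without 4x replicate 3. In wild type shoots the higher genes had a median of 0.52, or 0.66 with genes at the floor put at their bound (8 of 16 higher, fry adjusted p 7.34e-09), which was 0.00 without 4x replicate 2 and -0.22 under limma-voom on scaledTPM, and the lower genes one of 0.00 (36 of 75 lower, fry adjusted p 0.468). Among 10000 random lists of the same expression, the shoot medians stood at percentiles 99.95 and 78.58 and the chx25-3 higher genes at 99.02, while the other plate root and mutant medians were at 100 for higher and 0 for lower genes. The 6 libraries of a contrast were also regrouped. A median of the lower genes as far from 0 as the real one came from 3 of 10 splits in wild type plate roots, where 1 split gave -0.33, from 2 in sos3-2, 2 in rhd6-3/rsl1-1 (-0.36) and 1 in esb1-1 soil roots. For the higher genes it was 1 of 10, the real split, in each of these 4 contrasts, and chx25-3 soil roots were not regrouped. The difference between a mutant and wild type passed, adjusted over the list alone, for 9 core genes in sos3-2, 5 in esb1-1, 3 in rhd6-3/rsl1-1 and 4 in chx25-3, and over all genes for 4, 3, 3 and 1. For sos3-2 and esb1-1 these counts are not independent of how the list was picked, and for the other mutants they share the wild type libraries with it.

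**Figure D3:**
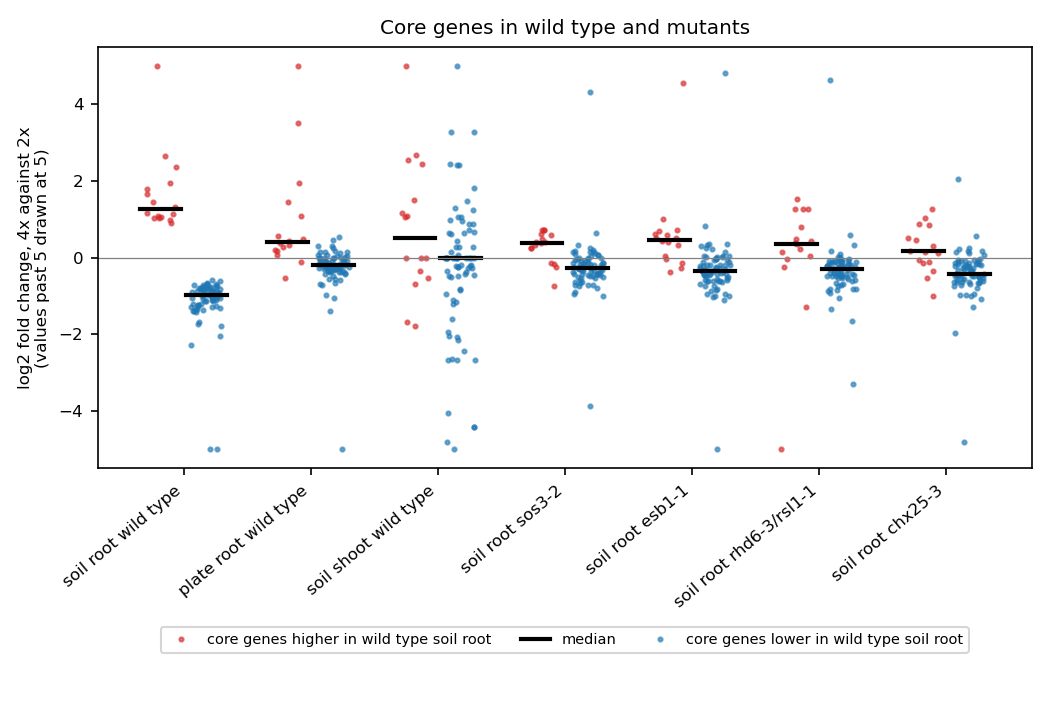
Log2 fold change of 4x against 2x for each of the 91 tested core genes, split by their direction in wild type soil roots, in 7 contrasts, with the median as a line and values past 5 drawn at 5. The medians of 1.26 and -0.98 in wild type soil roots, on which the genes were picked, exceed those in the other 6 contrasts.

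The genes below, which were fixed in advance, were not called in wild type soil roots. HAK5 changed by -0.84, MYB51 by 0.83, RAP2.11 by -0.86 and KT1 by -0.12, each with an edgeR adjusted p of 1, and MBF1C by -1.19 (edgeR adjusted p 0.943). KT1 was 0.019 without 4x replicate 2, MYB51 0.31 without 4x replicate 1 and MBF1C -0.53 without 2x replicate 1. The Casparian strip genes MYB36, PER64, UCC1 and ESB1 changed by -0.61, -0.74, -0.78 and -0.84, with an edgeR adjusted p of 0.943 for MYB36 and 1 for the others. Under limma-voom on scaledTPM, MYB36 and UCC1 were called. MYB51 was called in wild type shoots at 1.53 (edgeR adjusted p 0.0108).

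The libraries of soil-grown plants were ordered by their number in the series. Within groups, the first principal component took 17.6% of the variance in soil roots and 29.9% in shoots. It followed the library number with a Pearson r of 0.924 and a Spearman rho of 0.9 over 29 root libraries, and of 0.954 and 0.956 over 29 shoot libraries, each with a permutation p of 1e-05 within groups, the smallest that the permutations can give (2e-05 after Benjamini-Hochberg adjustment over 4 relations, two-sided). Without the 2 libraries farthest in number r was 0.923 and 0.945. Within the second sequencing pool r was 0.835 and rho 0.808 in roots (21 libraries, permutation p 0.00444 and 0.0127, the same after adjustment), and 0.926 and 0.855 in shoots (19 libraries, permutation p 0.00065 and 0.00132, adjusted 0.000867 and 0.00176); without the 2 farthest, r was 0.796 and 0.953. The first pool held 8 and 9 soil libraries, too few per group for its own value. Of the clock genes, LHY (AT1G01060) declined with library number within groups, with r of -0.946 and rho of -0.957 over the root libraries and of -0.977 and -0.983 over the shoot libraries (permutation p 1e-05 each, 4e-05 after Benjamini-Hochberg adjustment over 8 relations, two-sided). TOC1 (AT5G61380) rose, with r of 0.512 and rho of 0.571 in roots (permutation p 0.0227 and 0.00705, the same after adjustment) and r of 0.812 and rho of 0.803 in shoots (permutation p 6e-05 and 0.00011, adjusted 0.00016 and 0.000293). Within the second pool r of LHY was -0.942 in roots and -0.957 in shoots, and r of TOC1 0.926 and 0.906. Without the 2 farthest libraries r of LHY was -0.933 and -0.973, and r of TOC1 0.442 and 0.786. Mean library numbers of the compared groups differed: 63.3 in 4x and 92.7 in 2x for wild type soil roots, 62.3 and 77 for wild type shoots, and 109 and 69.7 for rhd6-3/rsl1-1 shoots. With the library number as a covariate, 10 genes were called in wild type soil roots, 7 of them among the 10 above, and 1684 in wild type shoots, 1248 of them among the 1372 above. In rhd6-3/rsl1-1 shoots 2897 were called, and 1590 of the 2753 kept their call.

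**Figure D4:**
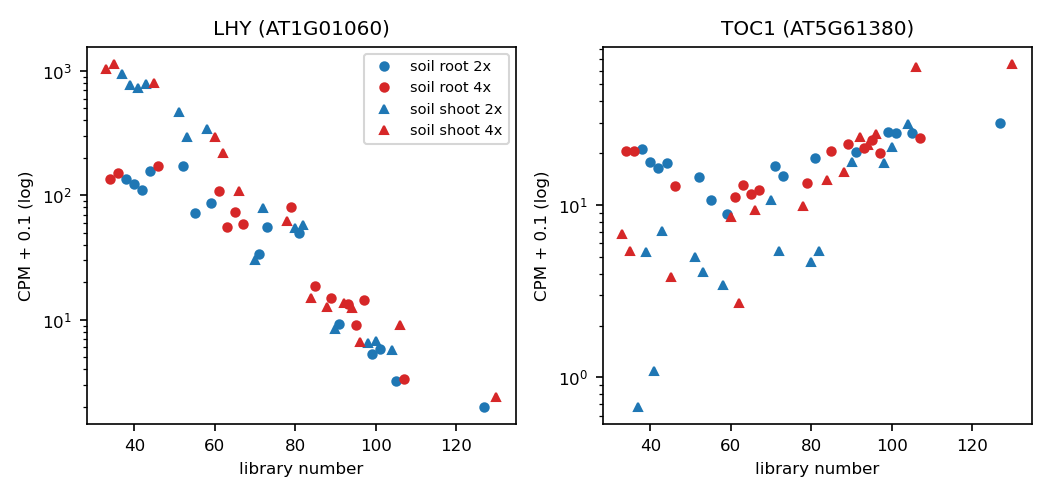
CPM plus 0.1 of LHY and TOC1 on a logarithmic axis against library number in the soil root and soil shoot libraries, with 2x and 4x marked. LHY declines with library number, with r of -0.946 in roots and -0.977 in shoots within groups.

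Colchicine-derived tetraploids can gain or lose single chromosomes, so the median expression of each chromosome was compared over 20204 nuclear genes. Among 2x libraries no chromosome departed from the others of its group by more than 0.0317 log2. Of the 4x libraries, 4 of 15 in plate roots, 7 of 14 in soil roots and 11 of 14 in shoots passed this limit on at least 1 chromosome. The largest upward shift was 0.184 log2, for chromosome 4 in wild type 4x shoot replicate 1, where the root library of the same number had 0.165. The largest downward shift was -0.145, for chromosome 2 in wild type 4x shoot replicate 3, where the root had -0.101. An extra copy beside 4 would give 0.322 and the loss of a copy -0.415 if expression followed copy number. With genes of a mean of at least 50 counts alone, the largest 2x value was 0.0416, and 2 of 15 plate root, 6 of 14 soil root and 9 of 14 shoot libraries passed that limit.

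**Figure D5:**
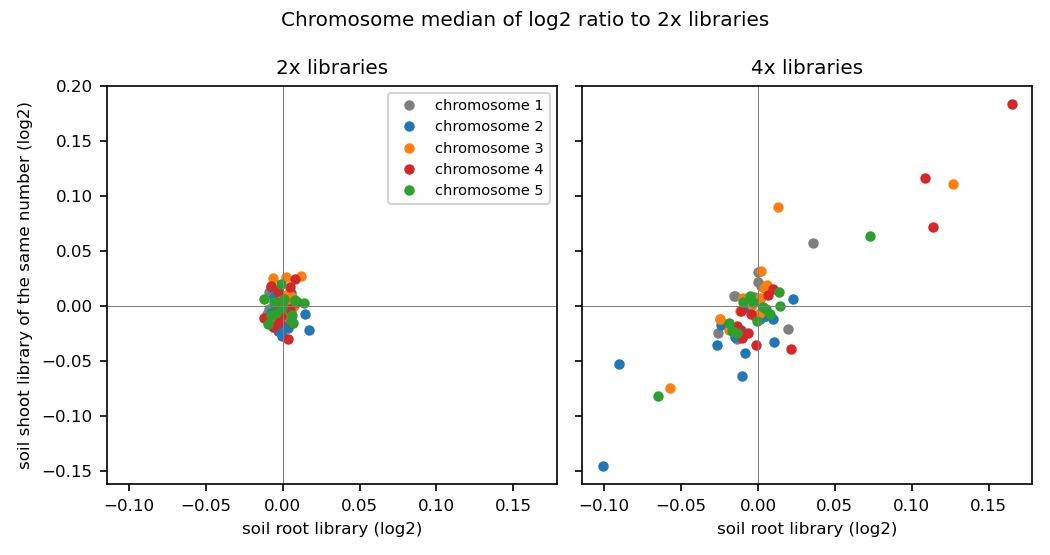
Median log2 ratio of each chromosome in the soil root library against that in the soil shoot library of the same genotype and replicate number, for 2x (left) and 4x (right). Values of 4x libraries reach 0.184 and -0.145 in shoots, and those of 2x libraries stay within 0.0317.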

Values the study reported

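For roots of soil-grown wild type, the study reported 114 genes that differed between 4x and 2x plants. Of these, it reported 92 that no longer differed in sos3-2 and esb1-1, with 17 of them higher and 75 lower in 4x.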

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

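The tests on pairs of a gene and a mutant were chosen after the result was seen, as was looking up which libraries the regroupings kept together; the counts of regroupings were not. All results of this part drew attention because the ploidy effect differed between 2 groups in a test of the difference itself. The interaction of ploidy with genotype in soil roots passed for 4 genes in sos3-2, 4 in esb1-1, 3 in rhd6-3/rsl1-1 and 1 in chx25-3, and the wild type effect differed between soil roots and shoots for 293 genes.

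To see how often regrouped libraries give such counts, 2x and 4x were re-dealt within wild type and within the other group. Of 200 possible splits per interaction 40 were run, the real one included. As many genes as in the real split came from 9 of 40 splits for sos3-2, 8 of 40 for esb1-1 and 5 of 40 for rhd6-3/rsl1-1, where single splits gave up to 32, 20 and 75. Some of these splits left the wild type or the mutant groups whole and so still carry a real ploidy effect. Of the splits that regrouped both, 5 of 32, 6 of 33 and 3 of 34 gave as many. The numbers of interaction genes in these 3 mutants thus lie within the range that such regroupings give. The chx25-3 contrast has a group of 2 libraries and was not regrouped. For soil roots against shoots 2 of 40 splits gave as many, a share of 0.05. The other of these 2, with 480 genes, regrouped the roots and kept the 2 shoot groups whole with 2x and 4x exchanged. Of the 33 splits that regrouped both roots and shoots, 0 gave as many, and the largest count among them was 177. For soil roots against plate roots, where no gene passed and 320 had an unadjusted p under 0.05, all 40 splits gave as many, which a count of 0 fixes in advance and which therefore says nothing.

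In sos3-2 the largest differences were those of AT2G03821 (10.75 log2), AT1G18060 (2.31), AT1G75945 (-8.76) and AT3G29647 (-2.63). The value of AT2G03821 rests on 9 counts of 4x sos3-2 replicate 2, was 8.38 without it, and lost its call in 7 of 12 fits without 1 library. AT1G18060, at 36 counts or fewer in each library of the comparison, lost its call in 6 of these fits. These 2 results therefore rest on low counts or on single libraries. AT1G75945, with at least 276 counts in each sos3-2 library, kept its call in all 12 fits, and AT3G29647 lost it in 3. The size for AT1G75945 is fitted to a 2x wild type group at the floor and is no measure of the difference. For AT1G75945 and AT3G29647 the 2x sos3-2 plants already stood at the level of 4x wild type.

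In esb1-1 the largest differences were those of AT3G01345 (15.53), SADHU5-1 (-3.97) and QQS (-3.03). AT3G01345 was at the floor in 5 of the 6 esb1-1 libraries and had 33 counts in 4x replicate 3; without that library the difference was 9.19 and not called. A fitted value this large comes from groups at 0 and is no measure of size. SADHU5-1, which fell in 4x esb1-1 and rose in 4x wild type, kept its call in all 12 fits. As a pseudogene of a repeat family it could take reads from related copies, which was not tested. QQS lost its call in 3 of 12 fits.

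A reading on which chromosome doubling itself switches AT1G75945, AT3G01345, AT3G29647 and QQS, the 4 genes called in all 3 wild type sets, would need 2x mutants to stand near 2x wild type and 4x mutants to change alike. In 8 of the 16 pairs of a gene and a mutant in soil roots, 50%, every 2x mutant library already stood nearer to 4x than to 2x wild type on the log scale. This argues against doubling as the only way to the 4x wild type state for AT1G75945, AT3G01345 and AT3G29647, and says nothing of QQS, which had no such pair. In 7 pairs the 2x mutant mean stood nearer to 2x wild type. For 2 of them, both of AT1G75945, the size of the change is not measured, since groups were at the floor: the gene was at least 3.05-fold higher in 4x esb1-1, from 33 counts of replicate 2, and at least 6.58-fold lower in 4x rhd6-3/rsl1-1, where 59 counts of 2x replicate 2 make up most of the 2x level. Of the other 5 pairs 1, or 20%, changed in the same direction by at least 0.5 of the wild type size, and 5 pairs are too few to decide whether doubling acts in them. A candidate explanation is that the wild type 4x and 2x plants came from lines that differ at these genes, by sequence or by a heritable silenced state. Per the paper the wild type 2x and 4x lines have another origin than the 4x mutants, but no sequence or methylation of the lines was analysed here, so this was not tested. ESB1 was low in the esb1-1 root groups of both ploidies and not in wild type, and SOS3 was low in the sos3-2 plate roots of both ploidies and in 2x soil roots, which argues against a swap of these groups with wild type. In 4x sos3-2 soil roots SOS3 was not called, which leaves a swap open there. Reads shared with related genes, and a difference of the lines from the reference, stay open as well.

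Of the 293 genes that differed between roots and shoots, 278 were called in shoots, none in roots and 15 in neither. The count was 150 when each gene's dispersion came from the soil root and soil shoot libraries. It was 2 when the dispersion came from the compared groups alone, so it depends on the libraries in the fit. Fits with fewer libraries also leave fewer residual degrees of freedom, and for this count that was not told apart from the dispersion. For the ploidy counts, same-set fits lost degrees of freedom in roots and shoots alike. In shoots the counts of every genotype fell, in wild type from 1372 to 166. In roots several rose, in esb1-1 from 1 to 17 on soil and from 11 to 63 on plates, while chx25-3 soil roots fell from 5 to 3. This argues against fewer degrees of freedom as the only cause of the fall in shoots. With the library number as a covariate the count was 497. Tissue is confounded with the RNA preparation of each organ and with the share of organelle reads, which reached 17.1% in shoots. A difference between root and shoot in the response to ploidy stays open as well, as do the shifts of whole chromosomes and the order of the libraries described among the other observations.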

How the results depend on the processing

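Of the alternatives, the sequencing pool covariate, the library number covariate, limma-voom on the rounded counts and the older edgeR form were chosen after results had been seen. A count of called genes is given here where it differed from the reported one by more than 1.5 times, and a gene or list where it changed its call or its direction. The cause of a change was not tested unless a cause is named beside it. The counts they stand against are those reported for 4x against 2x, in the order wild type, sos3-2, esb1-1, rhd6-3/rsl1-1 and chx25-3: 5, 0, 11, 2 and 576 in plate roots, 10, 2, 1, 4 and 5 in soil roots, and 1372, 28, 586, 2753 and 83 in soil shoots. The interaction with genotype gave 4, 4, 3 and 1 for sos3-2, esb1-1, rhd6-3/rsl1-1 and chx25-3, of the wild type calls adjusted over the list alone 6, 6, 6 and 5 passed, and the interaction with setting gave 0 against plate root and 293 against soil shoot. Among the genes named in wild type, AT1G75945 kept its call in plate and soil roots and QQS in plate roots under every alternative, and AT3G01345 kept it in all 3 sets except under DESeq2 in plate and soil roots.

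DESeq2 called, in plate roots, 11 in wild type, 5 in sos3-2, 58 in esb1-1, 10 in rhd6-3/rsl1-1 and 916 in chx25-3. With DESeq2, the calls in soil roots numbered 17 in wild type, 7 in sos3-2, 25 in esb1-1, 12 in rhd6-3/rsl1-1 and 12 in chx25-3. DESeq2 gave, in soil shoots, 64 in sos3-2. DESeq2 put the interaction with genotype at 7 for sos3-2 and 3 for chx25-3. With DESeq2, the wild type calls that passed when adjusted over the list alone were 10 for esb1-1. DESeq2 put the interaction with setting at 3 against plate root. With DESeq2, wild type alone had 13 called genes. Under DESeq2, RHD6 for rhd6-3/rsl1-1 in plate root 2x gained the call, at -1.39 log2. Under DESeq2, RSL1 for rhd6-3/rsl1-1 in soil root 4x changed sign without passing the threshold, at 0.032 log2.

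Limma-voom on scaledTPM called, in plate roots, 9 in wild type, 1 in sos3-2, 195 in esb1-1, 9 in rhd6-3/rsl1-1 and 1416 in chx25-3. With limma-voom on scaledTPM, the calls in soil roots numbered 103 in wild type, 34 in sos3-2, 76 in esb1-1, 18 in rhd6-3/rsl1-1 and 9 in chx25-3. Limma-voom on scaledTPM gave, in soil shoots, 654 in wild type, 5 in sos3-2, 36 in esb1-1, 1250 in rhd6-3/rsl1-1 and 22 in chx25-3. Limma-voom on scaledTPM put the interaction with genotype at 10 for sos3-2 and 5 for chx25-3. With limma-voom on scaledTPM, the wild type calls that passed when adjusted over the list alone were 35 for sos3-2, 34 for esb1-1, 17 for rhd6-3/rsl1-1 and 23 for chx25-3. Limma-voom on scaledTPM put the interaction with setting at 132 against soil shoot. With limma-voom on scaledTPM, wild type alone had 82 called genes. Under limma-voom on scaledTPM, RHD6 for rhd6-3/rsl1-1 in plate root 2x gained the call, at -1.40 log2. Under limma-voom on scaledTPM, SOS3 for sos3-2 in soil root 4x gained the call, at -1.85 log2. The log2 median changed sign under limma-voom on scaledTPM for the core genes higher in soil shoot wild type (-0.22). Between soil root and plate root, limma-voom on scaledTPM gave Pearson's r of 0.0898 over all genes tested. The larger count in wild type soil roots goes with the shoot libraries in the joint fit. On soil root libraries alone, limma-voom called 17 genes from scaledTPM and 20 from counts, with the plate root libraries added 24 and 35, and with the shoot libraries added 70 and 10.

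Limma-voom on counts called, in plate roots, 8 in wild type, 78 in esb1-1 and 4 in rhd6-3/rsl1-1. With limma-voom on counts, the calls in soil roots numbered 16 in wild type, 8 in sos3-2, 10 in esb1-1 and 8 in rhd6-3/rsl1-1. Limma-voom on counts gave, in soil shoots, 8 in sos3-2 and 214 in esb1-1. Limma-voom on counts put the interaction with genotype at 5 for rhd6-3/rsl1-1 and 3 for chx25-3. With limma-voom on counts, the wild type calls that passed when adjusted over the list alone were 11 for rhd6-3/rsl1-1.

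The older edgeR form called, in plate roots, 6 in esb1-1 and 0 in rhd6-3/rsl1-1. With the older edgeR form, the calls in soil roots numbered 6 in wild type, 1 in sos3-2, 3 in esb1-1 and 2 in rhd6-3/rsl1-1. The older edgeR form gave, in soil shoots, 12 in sos3-2 and 35 in chx25-3. With the older edgeR form, wild type alone had 5 called genes.

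The same-set fit called, in plate roots, 63 in esb1-1 and 12 in rhd6-3/rsl1-1. With the same-set fit, the calls in soil roots numbered 19 in wild type, 5 in sos3-2, 17 in esb1-1 and 3 in chx25-3. The same-set fit gave, in soil shoots, 166 in wild type, 1 in sos3-2, 0 in esb1-1, 531 in rhd6-3/rsl1-1 and 0 in chx25-3. The same-set fit put the interaction with genotype at 2 for sos3-2 and 2 for esb1-1. With the same-set fit, the wild type calls that passed when adjusted over the list alone were 13 for sos3-2, 11 for esb1-1, 10 for rhd6-3/rsl1-1 and 11 for chx25-3. The same-set fit put the interaction with setting at 150 against soil shoot. With the same-set fit, wild type alone had 16 called genes. Under the same-set fit, RHD6 for rhd6-3/rsl1-1 in plate root 2x gained the call, at -1.41 log2. The log2 median lost significance under the same-set fit for the core genes lower in soil root sos3-2 (-0.26) and core genes higher in soil root chx25-3 (0.19). In this fit the dispersion of each gene came from the libraries of 1 set. For the interaction with setting it came from those of the 2 sets compared.

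The fit of the compared groups called, in plate roots, 123 in esb1-1, 12 in rhd6-3/rsl1-1 and 1169 in chx25-3. With the fit of the compared groups, the calls in soil roots numbered 5 in wild type, 5 in sos3-2, 4 in esb1-1 and 3 in chx25-3. The fit of the compared groups gave, in soil shoots, 2 in wild type, 0 in sos3-2, 0 in esb1-1, 493 in rhd6-3/rsl1-1 and 0 in chx25-3. The fit of the compared groups put the interaction with genotype at 1 for sos3-2 and 2 for esb1-1. With the fit of the compared groups, the wild type calls that passed when adjusted over the list alone were 1 for rhd6-3/rsl1-1. The fit of the compared groups put the interaction with setting at 1 against plate root and 2 against soil shoot. With the fit of the compared groups, wild type alone had 5 called genes. Under the fit of the compared groups, SOS3 for sos3-2 in plate root 2x lost the call, at -2.48 log2. The log2 median lost significance under the fit of the compared groups for the core genes lower in plate root wild type (-0.20), core genes lower in soil root sos3-2 (-0.26), core genes higher in soil root esb1-1 (0.47), core genes higher in soil root rhd6-3/rsl1-1 (0.37), core genes lower in soil root rhd6-3/rsl1-1 (-0.28), core genes higher in soil root chx25-3 (0.19) and core genes lower in soil root chx25-3 (-0.41). Between soil root and plate root, the fit of the compared groups gave Pearson's r of 0.988 over the soil root calls, Spearman's rho of 1 over the soil root calls and the percent with the same sign of 100 over the soil root calls. These fits held 6 or fewer libraries in the ploidy contrasts, so that far fewer residual degrees of freedom were left.

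The replicate block called, in plate roots, 39 in esb1-1 and 1124 in chx25-3. With the replicate block, the calls in soil roots numbered 10 in esb1-1. The replicate block gave, in soil shoots, 2102 in wild type, 165 in sos3-2, 1102 in esb1-1 and 587 in chx25-3. The replicate block put the interaction with genotype at 8 for sos3-2 and 2 for chx25-3. With the replicate block, the wild type calls that passed when adjusted over the list alone were 10 for rhd6-3/rsl1-1. The replicate block put the interaction with setting at 696 against soil shoot. Under the replicate block, RHD6 for rhd6-3/rsl1-1 in plate root 2x gained the call, at -1.40 log2. The block is the replicate number within each set. Same-numbered libraries of the compared groups deviated together, with every correlation over 0.1, in soil root esb1-1 and in soil shoot wild type and esb1-1 alone. In the other contrasts not every pair passed 0.1. The correlations ranged from -0.0642 to 0.425 in plate root wild type, from -0.484 to -0.281 in plate root sos3-2 and from -0.136 to -0.104 in soil root chx25-3. They were all positive in some others: 0.0378 to 0.143 in soil root wild type, 0.041 to 0.209 in soil root sos3-2, 0.0668 to 0.375 in soil shoot sos3-2 and 0.0924 to 0.211 in soil shoot chx25-3. On soil the replicate number rises with the library number, so same-numbered libraries may share a position in that order. The block changed no other count by more than 1.5 times and no other call of a targeted gene or core list. The check used all genes tested; an exploratory one on another set of genes, run first, gave somewhat higher correlations.

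The pool covariate called, in plate roots, 26 in esb1-1 and 941 in chx25-3. All plate libraries were in the first pool, so no pool term was fitted for them. These plate counts, too, moved only through the dispersions and degrees of freedom of the joint fit. With the pool covariate, the calls in soil roots numbered 9 in esb1-1. The pool covariate gave, in soil shoots, 149 in sos3-2, 1338 in esb1-1 and 399 in chx25-3. The pool covariate put the interaction with genotype at 2 for chx25-3. With the pool covariate, the wild type calls that passed when adjusted over the list alone were 10 for rhd6-3/rsl1-1. The pool covariate put the interaction with setting at 599 against soil shoot.

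The number covariate called, in plate roots, 33 in esb1-1 and 981 in chx25-3. No number term was fitted for plate libraries, so nothing was adjusted there. The plate counts moved through the dispersions and degrees of freedom of the joint fit alone. With the number covariate, the calls in soil roots numbered 15 in esb1-1. The number covariate gave, in soil shoots, 255 in sos3-2, 1148 in esb1-1 and 199 in chx25-3. The number covariate put the interaction with genotype at 2 for chx25-3. The number covariate put the interaction with setting at 497 against soil shoot.

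The fit without a filter called, in plate roots, 0 in rhd6-3/rsl1-1 and 377 in chx25-3. With the fit without a filter, the calls in soil roots numbered 4 in sos3-2 and 6 in esb1-1. The fit without a filter gave, in soil shoots, 15 in sos3-2 and 49 in chx25-3. With the fit without a filter, the wild type calls that passed when adjusted over the list alone were 8 for chx25-3. Under the fit without a filter, RHD6 for rhd6-3/rsl1-1 in plate root 2x gained the call, at -1.39 log2. Between soil root and plate root, the fit without a filter gave Pearson's r of 0.0502 over all genes tested and Spearman's rho of 0.143 over all genes tested.

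The mean-count filter called, in plate roots, 7 in esb1-1 and 1 in rhd6-3/rsl1-1. With the mean-count filter, the calls in soil roots numbered 6 in wild type and 3 in chx25-3. The mean-count filter gave, in soil shoots, 15 in sos3-2. The mean-count filter put the interaction with genotype at 2 for sos3-2. With the mean-count filter, the wild type calls that passed when adjusted over the list alone were 3 for sos3-2 and 3 for rhd6-3/rsl1-1. With the mean-count filter, wild type alone had 4 called genes. Under the mean-count filter, RHD6 for rhd6-3/rsl1-1 in plate root 4x lost the call, at -1.15 log2. The log2 median gained significance under the mean-count filter for the core genes lower in soil shoot wild type (-0.20). Between soil root and plate root, the mean-count filter gave Pearson's r of 0.361 over all genes tested, Spearman's rho of 0.27 over all genes tested, Pearson's r of 0.993 over the soil root calls, Spearman's rho of 1 over the soil root calls and the percent with the same sign of 100 over the soil root calls. The mean-count filter tests fewer genes of low abundance.

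With relative log expression scaling, the calls in soil roots numbered 3 in chx25-3. Relative log expression scaling gave, in soil shoots, 38 in chx25-3. Under relative log expression scaling, RHD6 for rhd6-3/rsl1-1 in plate root 4x lost the call, at -1.12 log2. The log2 median lost significance under relative log expression scaling for the core genes higher in soil root chx25-3 (0.16). Relative log expression scaling gave 2 higher and 1 lower in soil root chx25-3, where TMM gave 4 and 1, and 27 higher and 11 lower in soil shoot chx25-3, where TMM gave 68 and 15.

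The fold change minimum of 1 called, in plate roots, 272 in chx25-3. Dropping the minimum altogether changed no count by more than 1.5 times. With not called in a mutant read as an unadjusted p of 0.05 or more in both sos3-2 and esb1-1, 2 genes were left in wild type alone, in place of 8. For the chromosome values, genes with a mean of at least 50 counts left 2 plate root 4x libraries past every 2x library, in place of 4, while the largest 2x value rose from 0.0317 to 0.0416.

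Leaving out each library of the compared groups in turn, which leaves fewer libraries, changed these results. In plate root wild type, the count went from 3 without 2x replicate 1 to 5 without 2x replicate 2. In plate root esb1-1, the count went from 2 without 2x replicate 2 to 17 without 4x replicate 2. In plate root rhd6-3/rsl1-1, the count went from 0 without 4x replicate 2 to 2 without 4x replicate 1. In plate root chx25-3, the count went from 47 without 2x replicate 1 to 517 without 2x replicate 3. In soil root wild type, the count went from 4 without 2x replicate 2 to 8 without 2x replicate 1. In soil root sos3-2, the count went from 0 without 4x replicate 2 to 2 without 4x replicate 1. In soil root esb1-1, the count went from 1 without 4x replicate 1 to 4 without 4x replicate 3. In soil root rhd6-3/rsl1-1, the count went from 2 without 4x replicate 1 to 3 without 2x replicate 1. In soil root chx25-3, the count went from 0 without 2x replicate 2 to 2 without 2x replicate 3. In soil shoot wild type, the count went from 710 without 2x replicate 3 to 1807 without 2x replicate 1. In soil shoot sos3-2, the count went from 8 without 4x replicate 3 to 128 without 4x replicate 1. In soil shoot esb1-1, the count went from 211 without 2x replicate 2 to 770 without 4x replicate 2. In soil shoot rhd6-3/rsl1-1, the count went from 1346 without 2x replicate 1 to 3368 without 2x replicate 3. In soil shoot chx25-3, the count went from 11 without 2x replicate 2 to 210 without 2x replicate 1. For the interaction with sos3-2, the count went from 1 without sos3-2 4x replicate 2 to 7 without sos3-2 2x replicate 3. Adjusted over the list alone, the sos3-2 interaction gave 3 without wild type 2x replicate 2 to 7 without sos3-2 2x replicate 2. For the interaction with esb1-1, the count went from 2 without wild type 2x replicate 2 to 4 without wild type 2x replicate 1. Adjusted over the list alone, the esb1-1 interaction gave 3 without wild type 2x replicate 2 to 7 without esb1-1 4x replicate 1. Adjusted over the list alone, the rhd6-3/rsl1-1 interaction gave 2 without wild type 2x replicate 2 to 8 without rhd6-3/rsl1-1 4x replicate 3. For the interaction with chx25-3, the count went from 1 without chx25-3 2x replicate 2 to 3 without chx25-3 2x replicate 3. Adjusted over the list alone, the chx25-3 interaction gave 4 without wild type 2x replicate 1 to 8 without wild type 4x replicate 3. Between soil root and soil shoot, the count went from 128 without soil root wild type 4x replicate 2 to 606 without soil shoot wild type 2x replicate 1. The genes called in wild type alone numbered 4 without wild type 2x replicate 2 and 9 without sos3-2 4x replicate 2. KT1 in 4x against 2x, soil root wild type ranged from -0.34 without soil root wild type 4x replicate 1 to 0.019 without soil root wild type 4x replicate 2 log2. RHD6 in rhd6-3/rsl1-1 against wild type in plate root 4x ranged from -1.46 without plate root rhd6-3/rsl1-1 4x replicate 3 to -0.93 without plate root rhd6-3/rsl1-1 4x replicate 2 log2. RHD6 in rhd6-3/rsl1-1 against wild type in soil root 4x ranged from -0.53 without soil root rhd6-3/rsl1-1 4x replicate 3 to 0.37 without soil root rhd6-3/rsl1-1 4x replicate 2 log2. RSL1 in rhd6-3/rsl1-1 against wild type in soil root 4x ranged from -0.26 without soil root rhd6-3/rsl1-1 4x replicate 3 to 0.45 without soil root wild type 4x replicate 3 log2. Among the core genes lower, the median in plate root wild type ranged from -0.32 without 2x replicate 2 to -0.071 without 4x replicate 2. The median of the core genes higher in soil shoot wild type ranged from 0.00 without 4x replicate 2 to 0.61 without 4x replicate 1. Among the core genes lower, the median in soil root sos3-2 ranged from -0.35 without 2x replicate 2 to -0.19 without 2x replicate 3. The median of the core genes higher in soil root rhd6-3/rsl1-1 ranged from 0.26 without 2x replicate 1 to 0.49 without 4x replicate 3. Among the core genes lower, the median in soil root rhd6-3/rsl1-1 ranged from -0.45 without 4x replicate 3 to -0.16 without 4x replicate 1. The median of the core genes higher in soil root chx25-3 ranged from 0.14 without 2x replicate 3 to 0.35 without 2x replicate 2. Among the core genes lower, the median in soil root chx25-3 ranged from -0.50 without 2x replicate 3 to -0.19 without 2x replicate 2. Pearson's r over all genes tested ranged from 0.102 without plate root wild type 4x replicate 2 to 0.207 without plate root wild type 4x replicate 3. Spearman's rho over all genes tested ranged from 0.0864 without plate root wild type 4x replicate 2 to 0.28 without plate root wild type 4x replicate 3. The percent with the same sign over all genes tested ranged from 53.6 without plate root wild type 4x replicate 2 to 60.8 without plate root wild type 4x replicate 3. Pearson's r over the soil root calls ranged from 0.855 without plate root wild type 2x replicate 3 to 0.996 without soil root wild type 2x replicate 2. Spearman's rho over the soil root calls ranged from 0.517 without plate root wild type 4x replicate 1 to 1 without soil root wild type 2x replicate 2. The percent with the same sign over the soil root calls ranged from 66.7 without plate root wild type 2x replicate 1 to 100 without soil root wild type 2x replicate 2.

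Of 67 other results, single genes and single chromosomes, 37 had a changed value under at least 1 alternative. Over their 616 alternative values, 523 were unchanged, 74 were weaker, 3 stronger, 15 moved and 1 reversed; the last is KT1 among the fits without 1 library.

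Depth limits these results for genes of low abundance. At a median of 7.07 M assigned reads per library, a floor of 3 counts hides CHX25 and CHX23, so the label of that mutant could not be checked on those genes. RSL1 had 27 counts or fewer in the libraries compared and was not called, and AT2G03821 stood at 24 counts or fewer in every wild type soil root library.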

Other observations

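Of the tests in this part, those on single-library bias, on gain or loss of 1 of 4 copies, on plant-to-plant variation and on the sequencing pool were chosen after the result was seen, as were the pairing by neighbouring library numbers, the reading of the splits by number, the mean chromosome values of the 4x shoots and the fits with plate or shoot libraries added. The shift of a chromosome against the other chromosomes was measured after the shift against all genes had been seen, and which value of the library number tests to print was settled after their values had been seen.

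Single chromosomes were shifted past the largest 2x value of 0.0317 log2 in 22 4x libraries, 18 of them from soil-grown plants. If the shifts were a bias of single libraries, the root and the shoot library of the same genotype and replicate number would deviate independently. Instead the values correlated with a Pearson r of 0.889 and a Spearman rho of 0.754 over 14 4x pairs of a root and a shoot library and 5 chromosomes (one-sided permutation p 0.00227 and 0.00303, r of 0.764 without the 2 farthest values), against an r of -0.0411 over 15 2x pairs (permutation p 0.597). The labels do not say whether the libraries of a pair come from 1 plant. Paired by neighbouring library numbers, which are the same replicate in 11 of 13 4x pairs, r was 0.95 and rho 0.903 (one-sided permutation p 0.00126, where the design allows 0.00116 at best), and in 2x pairs r was 0.0516 (permutation p 0.341). If a local cluster of genes were behind them, one part of a chromosome would carry the shift, yet in 26 of 32 shifts both parts moved alike. Variation between plants without regard to ploidy is also argued against: the largest deviation among 2x soil libraries was 15.8% of that among 4x soil libraries. Gain or loss of 1 of 4 copies with expression in proportion would bring the largest upward shift near 0.322, and it was 0.218 against the other chromosomes. What remains is a hypothesis: 4x plants may carry extra or missing chromosomes whose expression changes by less than copy number, or in part of their cells. Neither was tested, and no DNA was measured here. Plate libraries pool plants, and their 4x shifts were 0.0394 at most.

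Among the wild type shoot calls, 67.8% of those on chromosomes 3 and 4 were higher in 4x, and 56.2% of those on the others, a difference of 11.7 points. Chromosome 4 was shifted up in 4x replicate 1, and chromosome 3 was shifted up by 0.111 in 4x replicate 3 but down by -0.074 in replicate 1. Averaged over the 3 4x shoots, with the called genes left out, chromosome 3 stood at 0.00829, below the 0.0129 of chromosome 1, and chromosome 4 at 0.0325. Over the 5 chromosomes this mean and the percent of calls that were higher had a Pearson r of 0.913 and a Spearman rho of 0.9 (permutation p 0.0583 and 0.0833 over 120 orders, two-sided). The shift of chromosome 4 may therefore contribute to the calls, which 5 chromosomes are too few to settle, and the calls of chromosome 3 stay unexplained.

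The soil libraries changed along their numbering. A difference between the 2 sequencing pools as the cause would leave little relation within a pool, but within the second pool the first principal component still followed the number with r of 0.835 in roots and 0.926 in shoots. A list of 13 clock genes, written before its test, had a median absolute r of 0.9 in roots and 0.875 in shoots, where the median over all genes was 0.271 and 0.36, and in both organs the list lay at percentile 100 among 10000 random lists. CCA1, LHY and RVE8 declined and PCL1 rose along the numbering in both organs. These values are consistent with plants having been harvested in the order of their numbers over part of a day, as a hypothesis, since no harvest time was given. Another influence that acts on the clock genes along the numbering stays open.

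Position in the numbering as the whole cause of the ploidy calls in shoots is argued against by the fits with the number as a covariate. These gave 1684 genes in wild type, 1148 in esb1-1 and 2897 in rhd6-3/rsl1-1, in place of 1372, 586 and 2753, and 1248 of the 1372 and 581 of the 586 calls were kept. Fold changes correlated with the slope on number by -0.2, -0.0437 and 0.188 across genes and by -0.362, -0.383 and 0.29 across the called genes. In wild type and rhd6-3/rsl1-1 the sign goes with the difference in mean number, so number may contribute to part of the calls there, and in esb1-1 it goes against it. In rhd6-3/rsl1-1 shoots, whose 4x plants had a mean number of 109 and whose 2x plants had 69.7, 1590 of the 2753 calls were kept, so for the others number and ploidy may both contribute.

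Splitting 6 libraries into 3 and 3 gives 10 splits, so the share of splits with as many calls as the real one is never under 0.1. In plate roots 1 of 10 splits gave as many in wild type, 2 of 10 in esb1-1 and 1 of 10 in chx25-3. In soil roots it was 1 in wild type, 3 in sos3-2, 1 in esb1-1 and 2 in rhd6-3/rsl1-1, and in shoots 2 in wild type, 5 in sos3-2, 2 in esb1-1 and 1 in rhd6-3/rsl1-1. In 4 contrasts the largest count came from the split of the 3 lowest against the 3 highest library numbers: 2404 genes in wild type shoots, where ploidy gave 1372, 989 in sos3-2 shoots (28), 898 in esb1-1 shoots (586) and 18 in rhd6-3/rsl1-1 soil roots (4). In esb1-1 shoots this split also parts the 2 sequencing pools, and with the pool as a covariate the ploidy count was 1338. With the library number as a covariate the wild type, sos3-2 and esb1-1 shoot counts were 1684, 255 and 1148. In plates the numbering runs by group, so that number and ploidy cannot be told apart there: the split by number is the split by ploidy. Where replicate numbers pair the libraries, 1 of the 4 splits that part 3 pairs gave as many calls in wild type shoots, esb1-1 shoots and esb1-1 soil roots, and the splits with more calls in wild type and esb1-1 shoots part 1 pair.

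The core genes shifted less in the mutants than in wild type. This could follow from picking them on the wild type libraries, and for sos3-2 and esb1-1 also from picking genes that did not differ there, since the 100 genes with the smallest p in wild type soil roots kept between 26.8 and 40.4% of their shift in the mutants, and the 100 genes picked in the same way in each mutant kept between 15 and 35.2% of theirs in wild type. The 2 ranges overlap, as selection alone would have it. A part specific to the mutants is not excluded.

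In wild type soil roots the count was 103 with limma-voom on scaledTPM in the joint fit of all sets. Fitted on the soil root libraries alone, limma-voom called 17 genes from scaledTPM and 20 from counts, a ratio of 0.85. With the plate root libraries added the counts were 24 and 35, a ratio of 0.686, and with the shoot libraries added 70 and 10. The larger count therefore may come from the shoot libraries in the joint fit rather than from the plate libraries or the scaling in itself.

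The number of genes called in wild type soil roots here was 10. That is lower than the value quoted from the study above. The number called in wild type and in neither sos3-2 nor esb1-1 here was 8. That is lower than the value quoted from the study above as well. The test differed, and under limma-voom on scaledTPM the counts were 103 and 82.

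The 2 libraries in no group, whose title carries the code X25 while the genotype label reads sos3-2, had 7.25 CPM of SOS3, 97.9 of ESB1, 1.21 of QQS and 53 of AT1G75945 in the root library. The shoot library had 2.61, 0, 17.1 and 21.5 CPM of the same genes.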
